# Oncogenic Properties of Apoptotic Tumor Cells in Aggressive B Cell Lymphoma

**DOI:** 10.1016/j.cub.2014.12.059

**Published:** 2015-03-02

**Authors:** Catriona A. Ford, Sofia Petrova, John D. Pound, Jorine J.L.P. Voss, Lynsey Melville, Margaret Paterson, Sarah L. Farnworth, Awen M. Gallimore, Simone Cuff, Helen Wheadon, Edwina Dobbin, Carol Anne Ogden, Ingrid E. Dumitriu, Donald R. Dunbar, Paul G. Murray, Dominik Ruckerl, Judith E. Allen, David A. Hume, Nico van Rooijen, John R. Goodlad, Tom C. Freeman, Christopher D. Gregory

## Abstract

**Background:**

Cells undergoing apoptosis are known to modulate their tissue microenvironments. By acting on phagocytes, notably macrophages, apoptotic cells inhibit immunological and inflammatory responses and promote trophic signaling pathways. Paradoxically, because of their potential to cause death of tumor cells and thereby militate against malignant disease progression, both apoptosis and tumor-associated macrophages (TAMs) are often associated with poor prognosis in cancer. We hypothesized that, in progression of malignant disease, constitutive loss of a fraction of the tumor cell population through apoptosis could yield tumor-promoting effects.

**Results:**

Here, we demonstrate that apoptotic tumor cells promote coordinated tumor growth, angiogenesis, and accumulation of TAMs in aggressive B cell lymphomas. Through unbiased “in situ transcriptomics” analysis—gene expression profiling of laser-captured TAMs to establish their activation signature in situ—we show that these cells are activated to signal via multiple tumor-promoting reparatory, trophic, angiogenic, tissue remodeling, and anti-inflammatory pathways. Our results also suggest that apoptotic lymphoma cells help drive this signature. Furthermore, we demonstrate that, upon induction of apoptosis, lymphoma cells not only activate expression of the tumor-promoting matrix metalloproteinases MMP2 and MMP12 in macrophages but also express and process these MMPs directly. Finally, using a model of malignant melanoma, we show that the oncogenic potential of apoptotic tumor cells extends beyond lymphoma.

**Conclusions:**

In addition to its profound tumor-suppressive role, apoptosis can potentiate cancer progression. These results have important implications for understanding the fundamental biology of cell death, its roles in malignant disease, and the broader consequences of apoptosis-inducing anti-cancer therapy.

## Highlights

• Apoptotic lymphoma cells promote tumor growth, angiogenesis, and TAM accumulation
• Unbiased “in situ transcriptomics” analysis shows TAMs promote pro-tumor pathways
• Apoptotic tumor cells express and process matrix remodeling proteins
• The oncogenic potential of apoptotic tumor cells extends beyond lymphoma

## Introduction

Cells dying by apoptosis are rapidly engulfed by phagocytes. Histologically, apoptotic cells are most commonly co-localized with macrophages, and the phagocytic response is accompanied by production of anti-inflammatory and trophic factors [1–4]. Similar tissue-reparatory activation states are typical of tumor-associated macrophages (TAMs), and there is growing recognition that TAMs often promote tumor growth and progression by facilitating angiogenesis, matrix remodeling, and metastasis and by suppressing anti-tumor immunity. Thus, TAM accumulation and activation are generally associated with poor prognosis. The pro-tumor properties of TAMs have been studied extensively in certain malignancies [5–7], but the mechanisms underlying oncogenic activation of TAMs are not fully understood.

Apoptosis has a defined purpose in preventing tumorigenesis [8], but, paradoxically, high incidence of apoptosis is linked to aggressive disease in multiple malignancies [9–14]. Indeed, cell loss is significant in aggressive tumors [9], and it is notable that programmed cell death can generate reparative and regenerative tissue responses such as angiogenesis and compensatory proliferation that have strong potential to be causally associated with tumor progression [4, 15].

Given the poor prognostic indications of both apoptosis and TAM content in malignant disease and the established functional relationship between apoptosis and macrophage activation, we hypothesized that loss of tumor cells by apoptosis and associated macrophage activation could facilitate progression of malignant disease. Here, we show that apoptosis promotes tumor growth, angiogenesis, and accumulation of pro-oncogenic TAMs in aggressive non-Hodgkin’s lymphoma (NHL).

## Results

### Suppression of Apoptosis in Lymphoma Cells Constrains Tumor Cell Proliferation In Vivo

We initially studied a xenograft model of an aggressive “starry-sky” NHL, Burkitt’s lymphoma (BL), in which apoptotic tumor cells are common and frequently observed in association with the starry-sky TAMs (SS-TAMs, so called because they appear histologically as “stars” in a “sky” of tumor cells) that accumulate in these tumors [16]. We used BL cell lines that phenotypically resemble the tumor biopsy cells from which they were derived, including the capacity to undergo apoptosis constitutively [17]. BL xenografts in severe combined immunodeficiency (SCID) mice closely recapitulate the starry-sky histological picture of the human lymphoma (Figure 1A). Apoptosis of lymphoma cells and their engulfment by SS-TAMs in situ was confirmed by immunohistochemistry (IHC; Figure S1). We first assessed whether apoptosis in lymphoma cells affects tumor growth. Suppression of apoptosis in BL cells through expression of anti-apoptotic Bcl-2 or Bcl-x_L_ promoted survival and expansion of transduced cell populations in vitro (Figure 1B). We previously demonstrated that expression of these proteins suppresses spontaneous and inducible apoptosis of lymphoma cells [18]. Remarkably, growth in vivo was not similarly improved by apoptosis suppression. In xenografts, apoptosis-suppressed BL cells showed no preferential capacity to form tumors, instead displaying an equivalent or slightly slower growth trend as compared to their “pro-apoptotic” parental counterparts (Figure 1C). Apoptosis-suppressed BL populations were markedly constrained in their capacity to proliferate in situ, displaying approximately half the levels of Ki67-positive cells as the parental populations in which apoptosis occurred constitutively (Figures 1D and 1E). These results indicate that suppression of apoptosis promotes autonomous survival of lymphoma cells but compromises additional pro-tumor mechanisms, which are otherwise generated by apoptotic B lymphoma cells in vivo.

### Apoptosis of B Lymphoma Cells Promotes Tumor Angiogenesis

Levels of HIF-1α were substantially lower in apoptosis-prone parental tumors, as compared to their Bcl-2-expressing counterparts (Figure 2A), suggesting that the former tumors were less hypoxic than the latter. Therefore, we investigated whether apoptosis promotes angiogenesis. We observed substantially reduced angiogenesis in apoptosis-suppressed xenografts as demonstrated by CD31^+^ endothelial cell density (Figure 2B). A strong association in BL2-Bcl-2 tumors between proliferation and CD31^+^ endothelial cell density was also evident (Figure 2C).

These results suggest that suppression of apoptosis in BL cells constrains the tumor cell population’s capacity to proliferate in vivo at least in part through reduced angiogenesis. We propose that hypoxia acts as a trigger for apoptosis in parental lymphoma cells but causes growth arrest in apoptosis-suppressed cells. In support of this, parental BL cells were induced into apoptosis under hypoxic conditions in vitro, whereas their Bcl-2-overexpressing counterparts survived better but underwent cell-cycle arrest (Figures 2D–2F).

### Apoptosis Promotes Macrophage Accumulation in Starry-Sky NHL

We hypothesized that the tumor-promoting and pro-angiogenic effects of apoptosis are due in part to activation of macrophages by apoptotic lymphoma cells. We determined whether apoptosis plays a role in controlling TAM accumulation in lymphomas. Observations of biopsies from BL patients showed that frequencies of apoptotic cells and TAMs were closely correlated (Figures 3A and 3B). In xenografts, suppression of apoptosis by Bcl-2/Bcl-x_L_ resulted in substantial reduction (though not abolition) of apoptosis. Parallel reduction in TAM density was also observed in apoptosis-inhibited tumors (Figures 3C–3I). This was unlikely to have been due to the apoptosis suppressors acting on alternative, apoptosis-independent mechanisms such as macrophage chemoattractant production (Figure S2).

To understand the mechanisms underlying TAM accumulation, we next tested the effect of liposomal clodronate, which is known to reduce tissue macrophage numbers through blockade of blood-monocyte recruitment [19]. Intravenous liposomal clodronate failed to deplete TAMs despite depleting splenic macrophages effectively (Figure 3J). Moreover, we found significant numbers of proliferating TAMs in parental xenografts (Figure 3K). Notably, xenografts in which apoptosis was suppressed by Bcl-2 displayed substantially less proliferation of all host cells (Figure 3L).

These results show that SS-TAM accumulation, in part occurring via macrophage proliferation in situ, is promoted by constitutive lymphoma cell apoptosis, which is coupled to enhanced tumor growth and angiogenesis.

### Multiple Pro-tumor Pathways Are Activated in SS-TAMs

Since tumor cell apoptosis caused the accumulation of SS-TAMs, we reasoned that apoptotic lymphoma cells further engage with SS-TAMs to activate diverse tumor-growth-promoting pathways. Since macrophages are highly responsive to their environments, we decided against isolating SS-TAMs, which risks changing their transcriptional profile during the necessary tissue destruction processing. Rather, we investigated global gene expression signatures of undisturbed SS-TAMs in their natural habitat. We adopted laser-capture microdissection of individual SS-TAMs in BL xenografts in order to obtain unbiased in situ transcriptional profiles of these cells, which we compared specifically with those of similarly captured macrophages, the tingible-body macrophages from normal germinal centers (GCMs) (Figure S3A). The rationale for this comparison was based upon BL being a germinal center malignancy and tingible-body macrophages being regarded as normal equivalents of SS-TAMs.

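SS-TAMs were captured from xenografts of BL2, a human BL line, grown in SCID mice, a strain that lacks mature T and B cells, and GCMs were captured from the spleens of mice immunized with sheep red blood cells. SS-TAMs were found by staining for CD68, and the mice that gave GCMs carried an EGFP reporter of Csf1r, so Cd68 and Csf1r are genes by which the cells were chosen or marked. Each group had 3 mice, and 1000 captured cells from each mouse gave amplified RNA for 1 Affymetrix Mouse Gene 1.0 array. The probes were designed on mouse sequence, and RNA from the human BL2 cells was not measured separately. How far these probes read human RNA is not known, so RNA of B cells beside the macrophages may show unequally in the 2 groups. For the GCM arrays, 1 label names lymph nodes as the source, whereas the tissue label and the other descriptions name the spleen, which is the tissue used here. The values are intensities of transcript clusters on a linear scale, rounded to 0.1, and the authors state that they were normalized by RMA. For the tests, log2 was taken here. Of the transcript clusters in the table, 21789 carried 1 gene symbol, which gave 19938 genes, each represented by its brightest transcript cluster. The median intensity was 6.3 to 6.5 on the SS-TAM arrays and 6.1 to 6.2 on the GCM arrays, and the lowest was 2.4 to 2.6. Intensities of at least 100 were reached by 862 to 977 transcript clusters on an SS-TAM array and by 1251 to 1311 on a GCM array. The 99th percentile of intensity was 242 to 284 on the SS-TAM arrays and 614 to 664 on the GCM arrays. The 2 groups thus did not share a distribution of intensities, and fold differences of bright genes depend on the scaling. RMA includes a quantile normalization of the probes, so whether the 2 groups were normalized together is not known. The correlation between arrays (Pearson's r over all transcript clusters, which are not independent replicates) was 0.967 to 0.976 among SS-TAMs, 0.986 to 0.990 among GCMs, and 0.903 to 0.933 between the groups. SS-TAMs and GCMs were compared with limma (2-sided), and p values were adjusted over all 19938 genes by the Benjamini and Hochberg procedure, with an adjusted p under 0.05 as the threshold. The comparison, 39 gene lists, and all alternatives except those said to be chosen after seeing the data were set before the data were examined, although the values in Table 1 had been seen. Where the lower group lies near the median intensity of the arrays, background limits how exactly a fold difference is known. The number of arrays limits the precision, since a permutation test of 3 arrays against 3 cannot give a p below 0.1.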

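SS-TAMs and GCMs differed in the expression of 1974 of 19938 genes, of which 1028 were higher and 946 lower in SS-TAMs. Among the genes that changed at least 2-fold, 279 were higher and 470 lower. The 10 largest rises were those of C3ar1, Mrc1, Tfrc, Anpep, Msr1, Adgre1, Lgmn, Camta1, Lpl, and Gpnmb, and the 10 largest falls those of Cd3g, Cd2, Snord104, Cd52, AW112010, Cd3d, Cd24a, Marcksl1, Glycam1, and Gimap4. C3ar1 (transcript cluster 10547657), which encodes the receptor for complement C3a, had an intensity of 417 ± 99.5 (SD, n = 3 mice) in SS-TAMs and 10.9 ± 2.87 (SD, n = 3) in GCMs, a 38.4-fold difference (log2 fold change 5.26, standard error 0.27, adjusted p = 8.5e-04 from limma). Tfrc, which encodes the transferrin receptor, was 32.6-fold higher (adjusted p = 2.6e-04). Cd3g (transcript cluster 10593015) and Cd3d encode chains of the CD3 complex of T cells. Cd3g had an intensity of 6.33 ± 0.153 (SD, n = 3) in SS-TAMs and 355 ± 70.1 (SD, n = 3) in GCMs and fell by 5.79 on the log2 scale (standard error 0.15, adjusted p = 1.9e-04 from limma), and Cd3d fell by 4.33 (standard error 0.30, adjusted p = 0.0015). Of 25 T cell markers, 12 fell and none rose (16 fell when adjusted over the list alone, and 8 to 10 with 1 array left out). The set test camera gave an adjusted p of 5.6e-14 for the T cell markers with a preset correlation of 0.01 between genes (adjusted p = 0.143 with an estimated correlation). Of 24 cytosolic ribosomal protein genes, 23 fell (24 when adjusted over the list alone), with a median log2 fold change of -1.89, or -1.05 with 16 called after quantile normalization (adjusted p = 1.9e-29 with the preset and 0.143 with an estimated correlation). Examples are Rps13, which fell by 3.24, and Rpl6, which fell by 1.63. For each of the 1974 genes, all 3 SS-TAM arrays lay on 1 side of all 3 GCM arrays. The counts depended on the GCM arrays, with 847, 670, and 736 changed genes without GCM replicate 1, 2, or 3, and 537, 440, and 476 that changed at least 2-fold. Which direction held more of the changed genes depended on the setting, with 746 higher and 1169 lower after median centring, 885 and 1028 without dim genes, and 611 and 708 with the replicate number as a block. After quantile normalization of the intensities, more genes that changed at least 2-fold were higher (387) than lower (308).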

Scatterplot analyses of microarray data (Figure 4A) indicated that, when SS-TAMs were compared with GCMs, 398 genes were upregulated and 997 were downregulated. In accordance with previously proposed paradigms for macrophage activation in tumors, the transcriptome of SS-TAMs in parental BL xenografts was found to reflect an anti-inflammatory, reparatory pro-angiogenesis and tissue-remodeling activation state (selected genes from microarrays are shown in Table 1; validation by qPCR is shown in Figures 4B and S3). 

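Of the 33 genes selected for Table 1, 31 were higher in SS-TAMs and none was lower. All 33 were higher on every SS-TAM array than on every GCM array, a separation in this direction that chance gives in 5% of genes, and all 33 were higher when adjusted over the list alone. Since Table 1 was chosen from these arrays, its counts are not independent evidence of a direction. Fold differences ran from 1.96 to 38.3, with a median of 5.19. Among the 21 genes associated with reparatory and pro-tumor responses, 19 rose, and the 2 others, Mmp3 and Mmp12, had adjusted p values of 0.111 and 0.118. Plau, which encodes the urokinase that activates plasminogen, had an intensity of 52.3 ± 11.8 (SD, n = 3) in SS-TAMs and 7.3 ± 1.23 (SD, n = 3) in GCMs (7.12-fold, adjusted p = 0.0015 from limma). Transcripts of Ctsd, which encodes a lysosomal protease, were 6.37-fold higher (adjusted p = 0.0066), and those of Selenop, which encodes a secreted selenoprotein, were 2.72-fold higher (adjusted p = 0.0050). After quantile normalization, the fold differences of Ctsd and Selenop were 9.36 and 4.65. Fn1, which encodes the matrix protein fibronectin, was 5.74-fold higher (adjusted p = 0.037, and between 0.0328 and 0.144 with 1 array left out). With 1 array left out, 22 to 29 of the 33 genes rose. In alternatives chosen after seeing the data, 3 of the 33 genes (Mrc1, Anpep, and Msr1) were higher and 17 lower on every SS-TAM array relative to Cd68, and 21 were higher and 2 lower relative to the mean of 13 macrophage markers outside Table 1, those with a mean log2 intensity above 5. The paper shows the genes of Table 1 as selected examples and states that the SS-TAM transcriptome reflects an anti-inflammatory, reparatory activation state that favors angiogenesis and tissue remodeling.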

Fidelity of macrophage transcripts obtained via laser-capture microdissection was confirmed (Figures S3B and S3C). 

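Many macrophage markers were higher in SS-TAMs than in GCMs (15 of 24), and many T cell markers were lower (12 of 25). Of the 24 macrophage markers, 15 rose and none fell (18 rose when adjusted over the list alone, and 10 to 13 with 1 array left out), with a median log2 fold change of 1.17, or 2.03 after quantile normalization (camera adjusted p = 1.8e-11, and 0.143 with an estimated correlation). Adgre1, which encodes F4/80, had an intensity of 86.1 ± 18.9 (SD, n = 3) in SS-TAMs and 5.03 ± 0.115 (SD, n = 3) in GCMs (16.8-fold, adjusted p = 3.8e-04 from limma), and Fcer1g, which encodes a signaling chain of Fc receptors, was 3.78-fold higher (adjusted p = 0.0017). Cd68, the stain used to find SS-TAMs, was 8.32-fold higher, and Csf1r, whose reporter marked GCMs, was 2.20-fold higher. Of 15 markers of splenic macrophages, 7 rose and none fell (7 when adjusted over the list alone), with an adjusted p of 6.6e-04 from camera (0.143 with an estimated correlation). Examples are Cd5l and the iron exporter gene Slc40a1, with fold differences of 6.14 and 6.16. Of 22 B cell markers, Cd79a and Ms4a1 were lower in SS-TAMs and none was higher (8 were lower when adjusted over the list alone, and with 1 array left out 0 changed without SS-TAM replicate 2, 4 without GCM replicate 1, and 1 without any of the others), and the adjusted p from camera was 3.4e-05 (0.530 with an estimated correlation). The median log2 intensity of the B cell markers was 5.05 on the array of GCM replicate 1, 3.65 and 3.55 on the other GCM arrays, and 3.26 to 3.42 on the SS-TAM arrays. Of 17 germinal center B cell markers, Plxnb2 alone changed, with an increase of 1.96 on the log2 scale (1 when adjusted over the list alone, and 2 changed without GCM replicate 1). Of 35 fibroblast markers, 12 rose and none fell (23 rose when adjusted over the list alone, and 4 to 17 with 1 array left out), with a median log2 fold change of 0.93 (camera adjusted p = 7.9e-08, and 0.325 with an estimated correlation). Sparc, which encodes a matrix protein that other stromal cells also make, was 5.54-fold higher, and Serpinf1 was 2.99-fold higher. Of 18 markers of follicular dendritic and reticular cells, Vcam1 rose and Clu, Mfge8, and Ccl19 fell (3 rose and 5 fell when adjusted over the list alone).

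**Figure D1:**
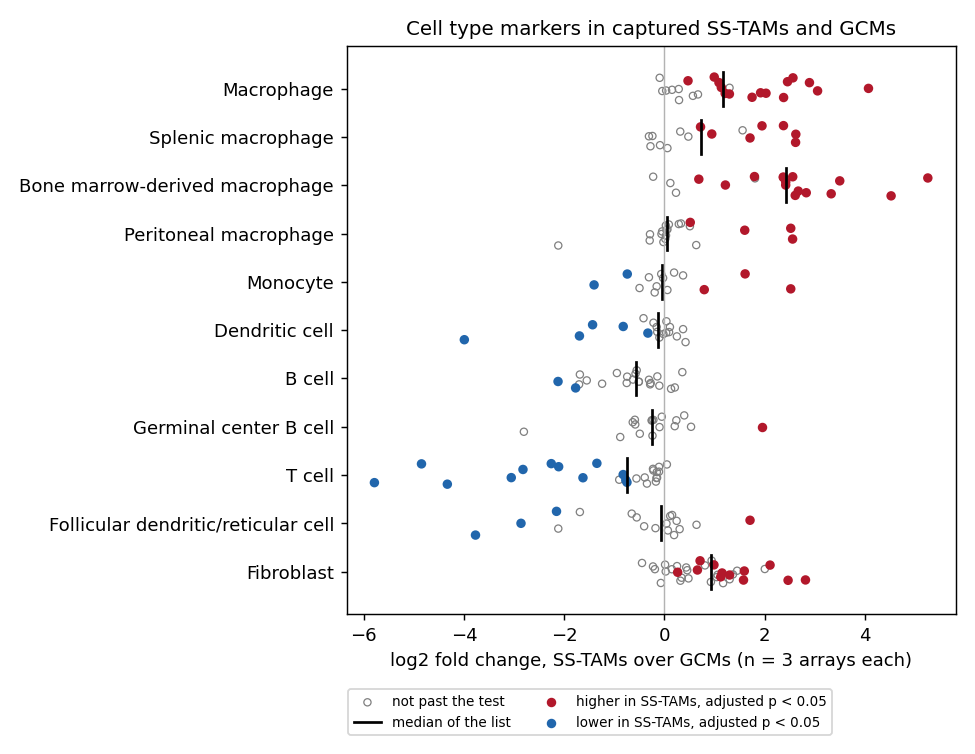
Log2 fold change between SS-TAMs and GCMs (n = 3 arrays each) of each measured marker of 11 cell types. Each point is a gene, filled when its adjusted p was under 0.05, and the bar is the median of the list. Macrophage markers have a median of 1.17 and T cell markers a median of -0.75.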

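Arg1, which encodes arginase-1, was close to background in both groups of macrophages. Its intensity (transcript cluster 10368343, on chromosome 10 of GRCm38 from 24915207 to 24927470) was 5.03 ± 0.379 (SD, n = 3) in SS-TAMs and 6.13 ± 0.231 (SD, n = 3) in GCMs, below or near the median intensity of the arrays. The log2 fold change of Arg1 was -0.29 (standard error 0.07, adjusted p = 0.0702 from limma). After median centring or quantile normalization of the arrays, the adjusted p of Arg1 was 0.0497 or 0.0416, with lower intensity in SS-TAMs. Retnla and Chil3, which encode secreted proteins induced by IL-4, had intensities of 3.87 and 3.93 in SS-TAMs and of 4.07 and 4.00 in GCMs, with adjusted p values of 0.535 and 0.817. Lyve1, which encodes a hyaluronan receptor, had intensities of 7.53 and 10.7 (adjusted p = 0.160). The 7 genes of Fig. 4C were chosen by the study, so their count is not independent evidence, and Mrc1, Ccl7, and Ccl2 were the 3 that rose (3 rose and 2 fell when adjusted over the list alone). The median log2 fold change of the 7 genes was -0.03 and their mean 0.93, and camera gave an adjusted p of 0.460 toward higher expression. The chemokine gene Ccl7 was 2.14-fold higher in SS-TAMs (adjusted p = 0.0018). The chemokine gene Ccl2 was 2.01-fold higher (adjusted p = 0.0469, and between 0.0297 and 0.170 with 1 array left out).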

Several of the genes associated with the IL-4Rα-dependent “alternative activation” state, including *ARG1*, were either not expressed or only expressed at low levels by SS-TAMs (Figure 4C). 

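The mannose receptor gene Mrc1 rose in SS-TAMs together with other genes of alternative activation. Its intensity (transcript cluster 10469358, on chromosome 2 of GRCm38 from 14229414 to 14332023) was 251 ± 74.3 (SD, n = 3) in SS-TAMs and 6.4 ± 0.557 (SD, n = 3) in GCMs. This is a 38.3-fold difference (log2 fold change 5.26, standard error 0.21, adjusted p = 3.8e-04 from limma), and it was 32.6-fold to 42.5-fold with 1 array left out. Of 48 genes of alternative activation listed from general knowledge, 19 rose and none fell (23 rose and 1 fell when adjusted over the list alone). The median log2 fold change of the 48 genes was 0.38 (camera adjusted p = 5.9e-05, and 0.143 with an estimated correlation). The intensity of Mrc1 in GCMs lay near the median of the arrays, so background limits the precision of its fold difference. Without 1 of the arrays, 9 to 18 of the 48 genes changed. Most of the genes that rose also stand in Table 1, which was chosen from these arrays and had been seen. The count and the set test are therefore not independent evidence of a direction.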

Others were markedly upregulated, notably *CD206* (*MRC1*), which showed the highest relative expression (38-fold increase compared to GCMs) in SS-TAMs (Table 1, asterisks).

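Markers of bone marrow-derived macrophages rose in SS-TAMs in 15 of 19 cases and markers of peritoneal macrophages in 4 of 20, against 5.16% of all genes. Of the 19 markers of bone marrow-derived macrophages, none fell (16 rose when adjusted over the list alone), with a median log2 fold change of 2.42 (camera adjusted p = 5.6e-13, and 0.143 with an estimated correlation). Most of those that rose, such as Mrc1, Gpnmb, and Trem2, also stand in Table 1, which was chosen from these arrays. Of the peritoneal markers that rose, Cd93 and Fn1 do. The contrast between the 2 lists is therefore not independent of that selection. Of 20 markers of peritoneal macrophages, Cd93, Ltbp1, Fn1, and Laptm5 rose and none fell (5 rose and 1 fell when adjusted over the list alone, and 1 to 3 changed with 1 array left out). The log2 fold change of Ltbp1, which encodes a protein that binds latent TGF-β, was 0.52 (adjusted p = 0.0135 from limma), and that of Laptm5, which encodes a lysosomal membrane protein of hematopoietic cells, was 1.60 (adjusted p = 0.0486). As a set, the peritoneal markers had a median log2 fold change of 0.05, which was below 0 after median centring (camera adjusted p = 0.305, and 0.584 with an estimated correlation). Both lists were compiled from general knowledge and are not the networks of Figure S3D.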

Network analysis [23, 24] indicated that SS-TAMs exhibited features of various macrophage types and activation states, including peritoneal and bone marrow-derived macrophages (Figure S3D). Examination of the most highly expressed transcripts identified enrichment of numerous functional pathways in SS-TAMs that were mainly associated with enhanced phagocytic capacity, elevated lipid metabolism, matrix remodeling, and wound healing (Figures S3E and S3F). 

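Many genes of lysosomal digestion (37 of 54), lipid handling (19 of 43), and matrix remodeling (17 of 45) were higher in SS-TAMs. Of the 54 lysosomal genes, none fell (47 rose and 1 fell when adjusted over the list alone), with a median log2 fold change of 1.26 (camera adjusted p = 5.3e-22, and 0.143 with an estimated correlation). Lgmn, which encodes a lysosomal endopeptidase, had an intensity of 568 ± 140 (SD, n = 3) in SS-TAMs and 44.4 ± 6.23 (SD, n = 3) in GCMs (12.6-fold, adjusted p = 0.0011 from limma), and Hexa, which encodes a subunit of hexosaminidase, was 6.33-fold higher (adjusted p = 9.3e-04). Of the 43 genes of lipid handling, none fell (24 rose when adjusted over the list alone), with a median log2 fold change of 0.36 (camera adjusted p = 3.4e-08, and 0.217 with an estimated correlation). The lipoprotein lipase gene Lpl was 11.3-fold higher, the phospholipid transfer protein gene Pltp 8.10-fold, and the fatty acid-binding protein gene Fabp4 5.33-fold (adjusted p = 0.0011, 0.0015, and 0.0014). Of the 45 genes of matrix remodeling, none fell (26 rose and 1 fell when adjusted over the list alone), with a median log2 fold change of 0.42 (camera adjusted p = 4.6e-09, and 0.143 with an estimated correlation). The heparanase gene Hpse was 2.94-fold higher (adjusted p = 0.0017). The markers of macrophages and of fibroblasts had median log2 fold changes of 1.17 and 0.93. With 1 array left out, 21 to 37 lysosomal genes, 11 to 20 genes of lipid handling, and 7 to 19 genes of matrix remodeling changed. Each of these lists also holds genes of Table 1, such as Ctsd, Lrp1, and Mmp2.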

The phagocytic pathway results confirm the active clearance of apoptotic cells by these macrophages that is evident in the histological picture. Genes encoding receptors, bridging molecules and anti-inflammatory mediators known to be involved in recognition of and responses to apoptotic cells, were among the transcripts most highly enriched in SS-TAMs. These include *MSR1*, *CD36*, *LRP1*, *CD93*, *MERTK*, *GAS6*, *TREM2*, *PPARγ*, and the most renowned anti-inflammatory mediator produced by phagocytes in response to apoptotic cells, *TGF-β1* (Table 1).

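Several receptors for apoptotic cells, such as Msr1, Lrp1, Mertk, and Axl, were higher in SS-TAMs, and the bridging molecule gene Mfge8 was lower. All 12 genes that Table 1 associates with responses to apoptotic cells rose (12 when adjusted over the list alone), by 2.28-fold to 16.9-fold, although these were selected from the same arrays. The scavenger receptor gene Msr1 (transcript cluster 10578264) had an intensity of 113 ± 32.3 (SD, n = 3) in SS-TAMs and 6.63 ± 1.93 (SD, n = 3) in GCMs (16.9-fold, adjusted p = 0.0016 from limma). Lrp1, which encodes CD91, was 8.41-fold higher (adjusted p = 8.1e-04), and the receptor tyrosine kinase genes Mertk and Axl were 7.44-fold and 3.86-fold higher (adjusted p = 8.3e-04 and 0.0031). Their relative Tyro3 had intensities of 6.2 in SS-TAMs and 5.93 in GCMs (adjusted p = 0.628). Cd36 and Cd93, which encode receptors of the cell surface, and Gas6, which encodes a ligand of these kinases, were 5.90-fold, 5.89-fold, and 2.66-fold higher (adjusted p = 0.0231, 0.0129, and 0.0221). Trem2 and Pparg were 3.48-fold and 4.09-fold higher (adjusted p = 0.0012 and 0.0111), and Tgfb1 was 2.28-fold higher (adjusted p = 0.0191). Of 38 genes of apoptotic cell clearance listed from general knowledge, 16 rose, 1 fell, and 21 did not pass the test (20 and 1 when adjusted over the list alone), with a median log2 fold change of 0.59 (camera adjusted p = 6.8e-07, and 0.143 with an estimated correlation). Among those that rose, Mertk, Axl, Gas6, Cd36, Msr1, Lrp1, Trem2, and Cd93 stand in Table 1, so the count and the set test are not independent of its selection. The gene that fell, Mfge8, encodes a bridging protein that binds phosphatidylserine and is also made by follicular dendritic cells, and it fell by 2.15 (adjusted p = 0.0015). With 1 array left out, 10 to 16 of the 38 genes changed, and the adjusted p was up to 0.0955 for Cd36, 0.0974 for Gas6, 0.0888 for Tgfb1, 0.067 for Cd93, and 0.0631 for Pparg.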

Strikingly, strong expression of genes encoding growth factors IGF-1 and PDGF-CC (Table 1), which have been shown potently to protect cells from apoptosis [25, 26], firmly indicates that SS-TAMs provide trophic cues in the lymphoma microenvironment with the potential to promote net population growth. 

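Igf1 and Pdgfc, which encode the growth factors IGF-1 and PDGF-CC, were both higher in SS-TAMs. The intensity of Igf1 (transcript cluster 10365559, on chromosome 10 of GRCm38 from 87858265 to 87937047) was 42.4 ± 3.71 (SD, n = 3) in SS-TAMs and 15.9 ± 1.16 (SD, n = 3) in GCMs (2.67-fold, log2 fold change 1.42, standard error 0.09, adjusted p = 0.0013 from limma). The intensity of Pdgfc (transcript cluster 10492689) was 16.5 ± 6.09 (SD, n = 3) and 6.83 ± 0.757 (SD, n = 3), a 2.32-fold difference (adjusted p = 0.037). Of 43 genes of growth factors and angiogenesis listed from general knowledge, 12 rose and 1 fell (14 and 2 when adjusted over the list alone). The progranulin gene Grn was 7.03-fold higher (adjusted p = 0.0045), whereas Hif1a, which encodes a subunit of a hypoxia-inducible transcription factor, fell by 0.62 on the log2 scale (adjusted p = 0.030). The median log2 fold change of the list was 0.16 (camera adjusted p = 0.0012, and 0.143 with an estimated correlation). With 1 array left out, 3 to 12 genes of the list changed, and the adjusted p of Pdgfc was between 0.019 and 0.142. The list also holds Igf1, Pdgfc, and other genes of Table 1.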

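Mmp2, Timp2, Anpep, Lgals3, Hmox1, and Gpnmb were higher in SS-TAMs, and Mmp3 and Mmp12 varied widely between the SS-TAM arrays. The gelatinase gene Mmp2 (transcript cluster 10573924, on chromosome 8 of GRCm38 from 92827290 to 92853421) had an intensity of 28.3 ± 5.91 (SD, n = 3) in SS-TAMs and 9.27 ± 1.08 (SD, n = 3) in GCMs (3.02-fold, adjusted p = 0.0049 from limma). Mmp3, which encodes stromelysin-1, had intensities of 61.3, 10.3, and 21.3 on the SS-TAM arrays and of 6.9, 5.3, and 5.7 on the GCM arrays (log2 fold change 2.00, standard error 0.62), and did not pass the test. Mmp12, which encodes macrophage elastase, had intensities of 17.2, 14.4, and 63.2 on the SS-TAM arrays and of 9.2, 6.6, and 6.0 on the GCM arrays (log2 fold change 1.81, standard error 0.58), and did not pass it either. Anpep, which encodes CD13, was 23.0-fold higher (adjusted p = 0.0015), the osteoactivin gene Gpnmb 10.0-fold (adjusted p = 0.0064), and the metalloproteinase inhibitor gene Timp2 5.72-fold (adjusted p = 0.0038). After quantile normalization, Anpep was 34.9-fold higher, Gpnmb 13.6-fold, and Timp2 9.89-fold. Lgals3, which encodes galectin-3, was 5.20-fold higher (adjusted p = 3.2e-04), and the heme oxygenase-1 gene Hmox1 was 5.19-fold higher (adjusted p = 0.0149, and up to 0.0749 with 1 array left out). The median log2 intensity of the fibroblast markers, a list that holds Mmp2 and Mmp3, was 4.98, 4.02, and 4.09 on the SS-TAM arrays and 3.09 to 3.15 on the GCM arrays.

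**Figure D2:**
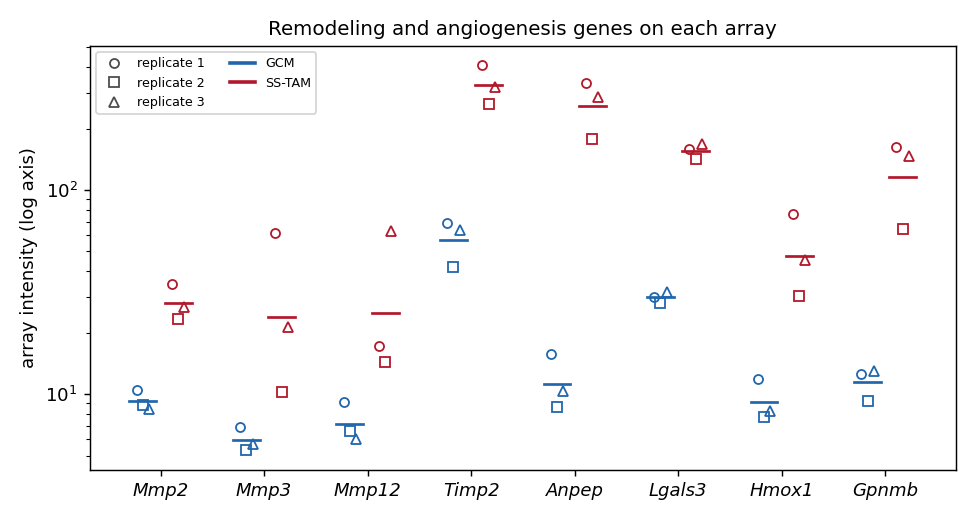
Intensity of 8 genes on each array, on a log axis, for GCMs and SS-TAMs (n = 3 mice each). Symbols stand for replicates, and bars are geometric means. Mmp3 and Mmp12 reach 61.3 and 63.2 on 1 SS-TAM array each.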

In accordance with their multi-functional tumor-promoting capacity, SS-TAMs were further found to highly express genes with capacity to promote angiogenesis and matrix remodeling (Table 1; Figures 4B and S3C), including transcripts encoding MMP2, 3, and 12, TIMP-2, CD13, galectin-3, heme oxygenase-1, and GPNMB, which are strongly implicated in these processes [27–30].

### Apoptotic Lymphoma Cells Drive Macrophage MMP2 and MMP12 Expression

We next studied the relationship between lymphoma cell apoptosis and TAM activation. With reference to selected genes from the unbiased profiling of SS-TAMs from parental BL xenografts, we found that the activation profiles of TAMs from parental as compared to Bcl-2 tumors were similar (Figures 4D and S4). Therefore, since apoptosis was reduced rather than abolished, in Bcl-2-overexpressing BL tumors (Figures 3E, 3F, and 3I), the (albeit smaller) contingent of TAMs in these tumors could be activated similarly to parental SS-TAMs via interaction with the smaller numbers of apoptotic cells present. Alternatively, the activation status of accumulated TAMs could be influenced by apoptosis-independent properties of the lymphoma cells. In order to differentiate between these possibilities, we compared co-culture of macrophages in vitro with viable versus apoptotic lymphoma cells. We chose to investigate macrophage gene expression associated with matrix degradation—a significant facet of tumor growth and progression—since no relationship between the latter and macrophage interaction with apoptotic cells has been previously established. We observed marked upregulation of both *MMP2* and *MMP12* by apoptotic lymphoma cells (Figures 4E–4I). Viable lymphoma cells may also contribute to *MMP2* and *MMP12* upregulation, but it is noteworthy that “viable” populations contained small numbers of constitutively apoptotic cells.

### Apoptosis Promotes Tumor Growth in an Alternative Model of Aggressive NHL

We wished to determine whether the principle of tumor cell apoptosis as a promoter of tumor growth could be extended to other models. We first investigated a model of aggressive B cell lymphoma in immunocompetent mice, λ-MYC lymphoma [31], which also displays starry-sky features with frequent TAMs and apoptotic events (Figure 5A). The use of a starry-sky lymphoma model in immunocompetent, wild-type (WT) mice additionally provided the opportunity to study the role of IL-4Rα, since several of the genes upregulated in SS-TAMs were IL-4Rα dependent (Table 1, asterisks). 

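Of the 12 genes with an asterisk in Table 1, which the paper associates with IL-4Rα-dependent activation, 11 were higher in the SS-TAMs of BL2 xenografts and none was lower (12 were higher when adjusted over the list alone). These genes were selected from the same arrays, so the count is not independent evidence of a direction. Their fold differences ran from 2.01 to 38.3, with a median of 4.48, and each was higher on all 3 SS-TAM arrays than on any GCM array. The gene that did not pass the test was Mmp12.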

We derived and selected λ-MYC B lymphoma lines that, like the BL lines, retained the phenotypic characteristics, including pro-apoptotic propensity, of the tumor biopsy cells. When grafted to WT mice, these lines formed rapidly growing tumors (Figure 5B, upper panel). Upon removal of apoptotic cells from the transplant inoculum, we observed delayed or inhibited tumor growth (Figure 5B). Conversely, UV irradiated (apoptosis-committed) λ-MYC cells admixed with viable lymphoma cells in the transplant inoculum promoted tumor growth (Figures 5C and 5D). Despite no significant differences in accumulating TAMs in WT animals, IL-4Rα^−/−^ mice displayed delayed tumor growth (Figures 5B and 5E). Most strikingly, the combination of removal of apoptotic lymphoma cells from the graft inoculum together with IL-4Rα deficiency led to the most marked inhibitory effect on tumor growth and also to a significant reduction in TAM accumulation (Figure 5B, lower panel).

Like BL cells, λ-MYC lymphoma cells, especially when apoptotic, were able to activate *MMP2* and *MMP12* expression in macrophages in vitro (Figures 5F–5H) and promote the expression of a variety of SS-TAM markers in bone marrow-derived macrophages (BMDMs) (Figures S5A and 5I). Furthermore, exposure of classically activated BMDMs to apoptotic cells inhibited production of pro-inflammatory cytokines (Figures S5B and S5C). Notably, none of the modulatory effects induced by apoptotic lymphoma cells required macrophage IL-4Rα, indicating that the tumor-promoting effects of apoptotic λ-MYC cells and global IL-4Rα may be independent. This possibility is supported by the additive inhibitory effects on tumor growth and macrophage accumulation observed both when apoptotic cells are removed from the graft and when IL-4Rα is deficient in the host (Figure 5B).

### Apoptosis Triggers Direct Activation of MMP2 and MMP12 in B Lymphoma Cells

Given the pleiotropic functions of MMPs in tumor growth and/or progression and the consistent upregulation of *MMP2*/*12* in macrophages exposed to apoptotic lymphoma cells, we began analyzing the expression and processing of macrophage MMP2 and MMP12 at the protein level. Remarkably, in the course of these studies, we observed that apoptotic lymphoma cells directly upregulated and processed MMP2 and MMP12 polypeptides in the absence of other cell types in both murine and human models (Figures S5D–S5F). These results illustrate that the apoptosis program of lymphoma cells has the potential to drive tumor progression via MMP2/12 activation not only through TAM accumulation and activation but also via alternative mechanisms based on production and processing of these MMPs directly by the apoptotic lymphoma cells.

### Apoptosis Promotes Tumor Growth in a Non-lymphoma Model

Since apoptosis is linked to poor prognosis in a range of cancer types, we determined in principle whether apoptosis-driven tumor growth is restricted to NHL or whether it has a more general cancer-promoting role. We therefore analyzed the effect of tumor cell apoptosis on tumor growth in B16 melanoma. The presence of apoptotic tumor cells in the transplantation inoculum greatly enhanced the aggressiveness of this tumor in a dose-dependent manner (Figures 6A and 6C) without changing the architecture of the tumor (Figure 6D). Similarly enhanced aggressiveness was observed when viable peritoneal macrophages, which share certain transcriptional features with SS-TAMs (Figure S3D), were mixed with the tumor inoculum (Figure 6B). B16 melanomas harbored numerous CD206^+^ TAMs (Figure 6E), although significant differences in TAM numbers between tumors produced in the presence or absence of admixed tumor cells were not observed (Figures 6D–6F). These results indicate that apoptosis of tumor cells constitutes a mechanism to promote progression of cancer that extends beyond NHL.

## Discussion

It has been rigorously established that apoptosis is important in inhibiting malignant disease [8]. Less intuitively, apoptosis of tumor cell populations has the potential to contribute to oncogenic processes through multiple mechanisms based on several known properties of apoptotic cells, notably those that affect the tissue microenvironment and the immune system [4]. Here, we demonstrate that the constitutive apoptosis occurring in high-grade B cell lymphoma displays pro-tumor activities by promoting angiogenesis and the accumulation of tissue-reparatory and growth-promoting macrophages. We report the first genome-wide transcriptomics analyses of tissue macrophages interacting with apoptotic cells in situ, specifically apoptotic B cells in normal and malignant environments. Our results demonstrate that apoptosis in high-grade malignant lymphoma fosters the accumulation of macrophages that activate diverse pro-tumor signaling pathways. We propose that sustained apoptosis of a minor component of the lymphoma cell population promotes tumor growth and progression. In this regard, the macrophages respond to apoptosis in the “homeostatic mode” that is featured in normal development and tissue repair; in the context of cancer, this normal host response is “hijacked” for the benefit of the rogue, malignant tissue. In addition to the effects of apoptotic lymphoma cells on TAMs, we also report that apoptosis-induced human and murine lymphoma cells upregulate and process MMP2 and MMP12. While assessment of the significance of this observation for the oncogenic process will require substantial further investigation, it is tempting to speculate that conserved pro-tumor mechanisms can be generated by activation of the apoptosis program of the lymphoma cell. Our findings provide a mechanistic basis for the strong correlation between high apoptosis index, lack of Bcl-2 expression, and poor prognosis in NHL, regardless of histological type [10].

This study has focused on B cell lymphoma, but, given the association of aggressive disease with high apoptosis indices and macrophage frequency in multiple cancer types [9–14], it seems likely that the mechanisms reported here will prove significant in other malignancies, too. Results presented here using a syngeneic B16 melanoma transplant model extend a recent report of similar effects in an allogeneic setting [33] and support the proposition that apoptosis drives pro-tumor activity outside the lymphoma arena. The importance and route of apoptosis-driven mechanisms may prove to be context dependent, with variation between tumor types (and perhaps individual tumors). For example, constitutive pro-inflammatory TAM activation is a feature of the most common human sarcoma, gastrointestinal stromal tumor (GIST), and these TAMs constrain tumor growth. However, imatinib-induced apoptosis of tumor cells in GIST therapy appears to cause tumor-promoting activation of the TAMs and ultimately leads to imatinib resistance [34].

Our findings extend the known reparatory, immunosuppressive, and anti-inflammatory impacts of macrophages interacting with apoptotic cells [1–4], as well as developmental consequences of apoptosis such as compensatory proliferation and apoptosis-induced wound healing and regenerative responses [15], providing a rationale for cell death promoting oncogenic progression or relapse post-treatment. While anti-cancer therapies that induce apoptosis in tumor cells drive the cell birth/cell death equation toward cure, it is becoming clear that apoptosis-inducing therapeutic effects can lead to tumor re-population [35]. These findings, taken together with those presented here, emphasize the need for therapeutic modalities, such as immunogenic tumor cell-death-inducing treatments [36] that simultaneously activate host anti-tumor responses as well as cell death pathways.

Although the molecular mechanisms critical for pro-tumor activation of SS-TAMs by apoptotic cells require further evaluation, the present work highlights several candidate oncogenic players such as galectin-3 and the TYRO/AXL/MER axis. Intriguingly, it was recently demonstrated in breast cancer that the widespread tumor cell death and accompanying macrophage-mediated clearance and activation, which is associated with post-partum mammary gland involution, promoted tumor metastasis and was dependent upon MER tyrosine kinase [37].

Angiogenic and growth/survival factors such as IGF-1 are induced in SS-TAMs, and our results are consistent with tumor cell apoptosis caused by hypoxia or growth/survival factor deprivation promoting angiogenesis or trophic factor production via TAM activation. Our investigations into the IL-4/IL-13 axis indicated that global expression of IL-4Rα was required for optimal pro-tumor effects of apoptotic lymphoma cells, as well as optimal TAM accumulation (Figure 5B). The apoptotic cells were capable of directly activating macrophages in vitro toward a pro-tumor phenotype (and away from an anti-tumor pro-inflammatory state) in the absence of IL-4Rα. This suggests that the role of the IL-4/IL-13 axis in the pro-tumor effects of apoptosis is distinct from the IL-4Rα-dependent, alternative macrophage activation pathway. A similar activation signature that was distinct from alternative macrophage activation (with the notable exception of *MRC1*) was recently reported for TAMs in a breast cancer model [6]. Taken together with our observation that apoptotic cells and IL-4Rα have additive effects in promoting tumor growth (and macrophage accumulation), our results are consistent with roles for IL-4/IL-13 in driving NHL-promoting mechanisms independently of apoptosis. Our findings (Figures 5 and S5) strongly indicate that apoptotic lymphoma cells do not activate macrophages via this route. This conclusion is further supported by our observations that neither human nor murine NHL cells studied here secreted IL-4 or IL-13 either constitutively or following induction of apoptosis.

Given the heterogeneity of tumor cell populations and stromal elements in cancer together with the plasticity of tissue macrophages, it is not surprising that signatures of TAMs in different tumor types have not proved entirely consistent, although the general paradigm of activation toward a reparatory, anti-inflammatory gene expression pattern holds for tumor-promoting TAMs in different models. It seems reasonable to assume that specific activation pathways are likely to be important for some tumors, but not others. Thus, it has recently been proposed for certain syngeneic transplantable solid murine tumors that lactate production by the tumor cells generates a conserved, “alternative activation-like” TAM signature that is orchestrated by HIF-1α and characterized by arginase-1 and VEGF activation [7]. In our xenograft model, we found neither arginase-1 (Figures 4C and S4B) nor VEGF (unpublished data) to be activated in SS-TAMs. 

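None of the VEGF genes apart from Vegfb passed the test on the arrays of SS-TAMs and GCMs. The intensity of Vegfa (transcript cluster 10451198, on chromosome 17 of GRCm38 from 46016993 to 46032377) was 7.23 ± 0.850 (SD, n = 3) in SS-TAMs and 8.23 ± 0.907 (SD, n = 3) in GCMs, with a log2 fold change of -0.19 (standard error 0.12, adjusted p = 0.364 from limma). Vegfc and Vegfd had log2 fold changes of 0.14 and -0.04 (adjusted p = 0.716 and 0.910). Vegfb was 1.26-fold higher in SS-TAMs, with intensities of 19.2 and 15.3 (adjusted p = 0.0434). Of 34 genes of hypoxia and glycolysis, 10 rose and 2 fell (13 and 3 when adjusted over the list alone), and the adjusted p from camera was 0.0287 (0.422 with an estimated correlation). The mitophagy receptor gene Bnip3 was 2.32-fold higher and the pyruvate kinase gene Pkm 2.48-fold, whereas the hexokinase gene Hk1 fell by 1.41 on the log2 scale. The adjusted p of Vegfb was between 0.0479 and 0.151 with 1 array left out, 0.0669 after median centring, and 0.0506 after quantile normalization, and 2 to 13 genes of hypoxia and glycolysis changed with 1 array left out.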

The extent to which lactate plays a role in activating TAMs in NHL remains to be determined, as does the generality and molecular detail of the apoptosis-driven TAM activation mechanism(s).

The results presented here raise many questions concerning the impact of cell death—either that of the constitutive fraction of growing tumor cells or that induced by therapy—on the pathogenesis of cancer and on the role of macrophages in promoting tumor growth. Furthermore, the tumor-promoting mechanisms emanating from apoptosis of transformed cells may significantly influence other immune and non-cancerous host cells as well as transformed relatives (notably cancer stem cells). It is well established that mitogenic signals, such as Wnt, Hedgehog, and prostaglandin E_2_, are produced by apoptotic cells of diverse metazoans during development, in response to injury and during regeneration, including re-population of tumors after radiotherapy [15, 35, 38]. Given the observed mechanistic similarities between cancer, wound healing, and tissue regeneration, it seems likely that apoptosis may play related roles in all three. It is already clear that apoptosis-induced compensatory proliferative mechanisms are variable and context dependent. Therefore, the apoptosis-mediated mechanisms relevant to tumor evolution and growth seem likely to be similarly complex. Our results demonstrate that responses of phagocytes are a key part of this complexity (as previously proposed [4, 39]) and that cell death and tissue remodeling are closely interwoven in NHL. Further research will be required to investigate these new directions, and, based on the present findings, a full understanding of the pro-tumor effects of apoptosis in different types of cancer is warranted.

## Experimental Procedures

Experimental protocols including in situ transcriptomics methods developed for these studies are detailed in the Supplemental Information.

### Statistics

Statistical significance was determined using Wilcoxon matched pairs (Figure 3H), Mann-Whitney nonparametric tests (Figures 1B, 1C, 1E, 2B, 2C, 3D, 3E, 3J, 3L, and 5B), or one-way ANOVA followed by Tukey-Kramer post-test (Figures 4E, 4F, 4H, 4I, 5F, and 5G). Statistical significance of gene expression analyses was tested using LIMMA software or the Benjamini and Hochberg procedure for multiple testing corrections. Significance is represented as ^∗^p < 0.05, ^∗∗^p < 0.01, and ^∗∗∗^p < 0.001. Kaplan-Meier plots were compared using the Mantel-Cox log rank test (Figures 5C and 6A–6C). For animal studies, sample sizes were guided by previous experimentation [16, 40, 41].

## Author Contributions

C.A.F., S.P., J.D.P, J.J.L.P.V., L.M., M.P., S.L.F., A.M.G., S.C., H.W., E.D., C.A.O., and I.E.D. designed and performed the experiments. T.C.F. and D.R.D. advised and assisted with bioinformatics. P.G.M. and J.R.G. provided advice and archived tumor tissue. D.R., J.E.A., and D.A.H. provided advice and mice. N.v.R. provided clodronate/PBS liposomes. C.D.G. conceived the project, designed the experiments, and provided overall coordination. C.D.G., C.A.F., J.D.P., and S.L.F. wrote the manuscript, with input from other authors.

## Figures and Tables

**Figure 1:**
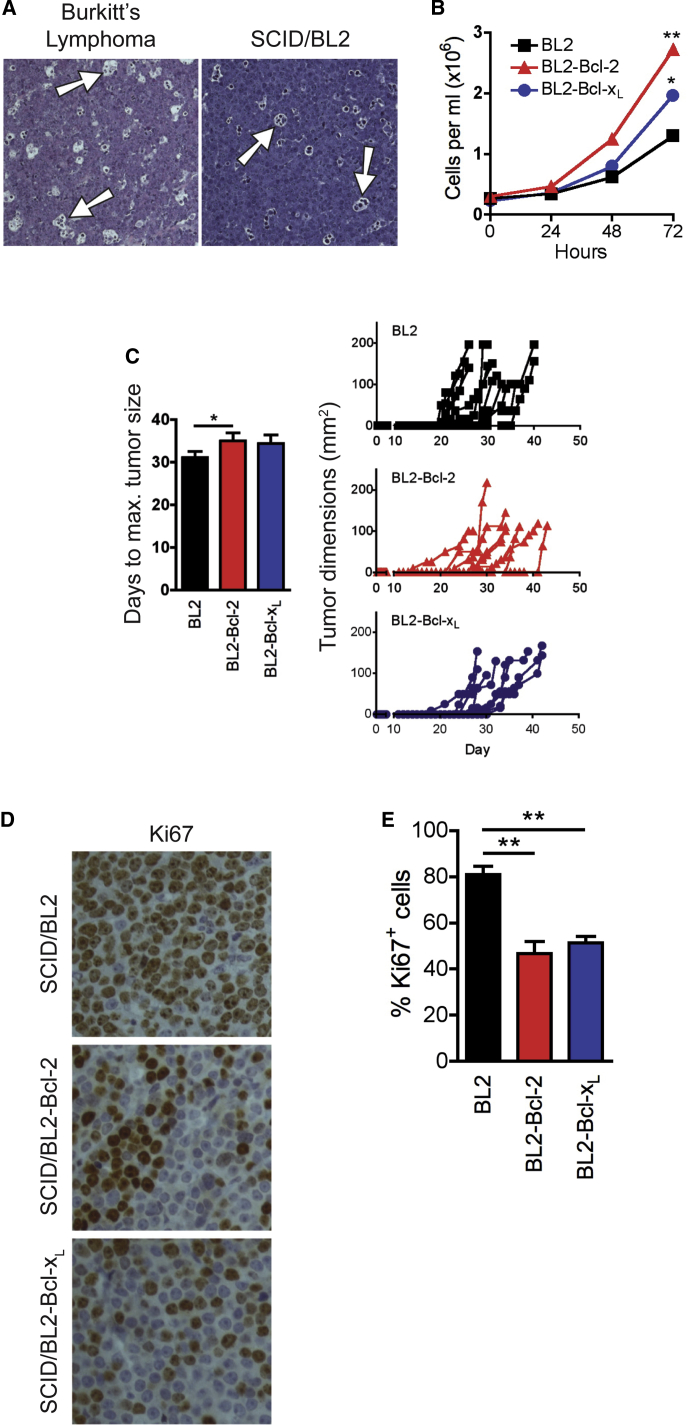
Suppression of Apoptosis in Lymphoma Cells Constrains In Vivo Proliferation and Angiogenesis (A) Representative H&E staining of tumors from BL patient (left) and SCID/BL2 xenograft (right) (n = 6). Arrows exemplify SS-TAMs. (B) Expression of exogenous *Bcl-2* or *Bcl-x*_*L*_ promotes expansion of BL2 cells in vitro. Means ± SEM (n = 3). ^∗∗^p = 0.0025, ^∗^p = 0.0328. Under normal growth conditions, typically, BL2 cultures are 90%, BL2-Bcl-2 cultures are 95%, and BL2-Bcl-x_L_ cultures are 93% AxV^−^PI^−^. (C) *Bcl-2* or *Bcl-x*_*L*_ gene expression fails to enhance BL2 xenograft growth rate. Mean days for tumor growth to 1.44 cm^2^ + SEM (left) and growth plots of all tumors (right) are shown; BL2 (n = 12), BL2-Bcl-2 (n = 8), BL2-Bcl-x_L_ (n = 8). ^∗^p = 0.0444. (D and E) Proliferation of BL is decreased in BL2-Bcl-2 and BL2-Bcl-x_L_ xenografts. Example of Ki67 IHC in each type of xenograft tumor is shown in (D). Quantification of Ki67 IHC in xenografts showing percent of Ki67^+^ cells per field + SEM (BL2 and BL2-Bcl-2: n = 8; BL2-Bcl-x_L_: n = 3) is shown in (E). ^∗∗^p = 0.0014 BL2-Bcl-2; ^∗∗^p = 0.0095 BL2-Bcl-x_L_.

**Figure 2:**
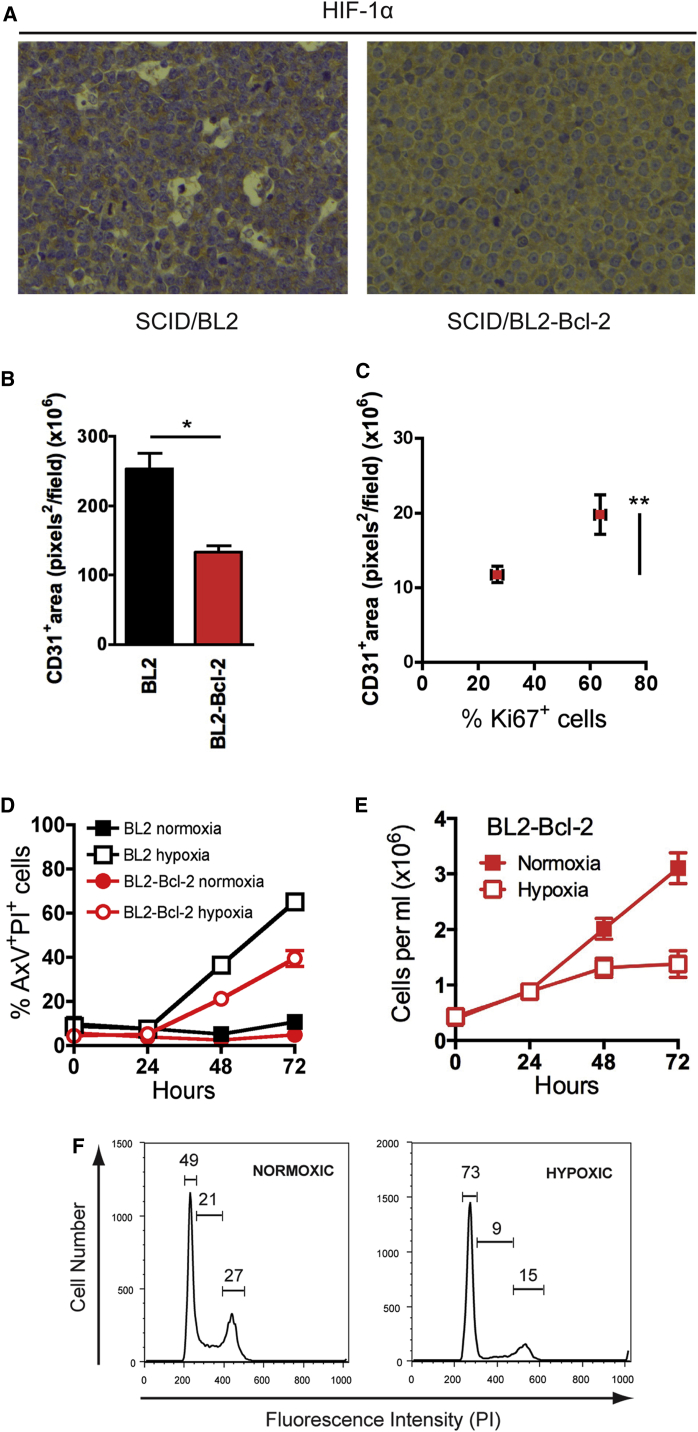
Apoptosis of Lymphoma Cells Promotes Tumor Angiogenesis (A) Representative HIF-1α IHC of xenograft tumors, BL2 (left) and BL2-Bcl-2 (right) (n = 5–6). (B and C) Reduced angiogenesis in tumors with suppressed apoptosis is associated with low cell proliferation. Quantification of CD31 IHC in BL2 and BL2-Bcl-2 xenograft tumors (mean pixels^2^ per field + SEM; n = 3–5) is shown (B). ^∗^p = 0.0184. Quantification of CD31 staining (pixels^2^ per field ± SEM) in BL2-Bcl-2 xenograft tumors in areas with high and low Ki67 expression (% per field ± SEM; n = 5; ^∗∗^p = 0.0061) is shown (C). (D and E) Hypoxia induces apoptosis in BL2 cells (D), whereas apoptosis-inhibited BL2-Bcl-2 cells survive but undergo growth arrest (E) in vitro. Mean ± SEM of three independent experiments. (F) Representative flow cytometric cell-cycle profiles of viable-gated BL2-Bcl-2 cells cultured for 48 hr (representative of three independent experiments).

**Figure 3:**
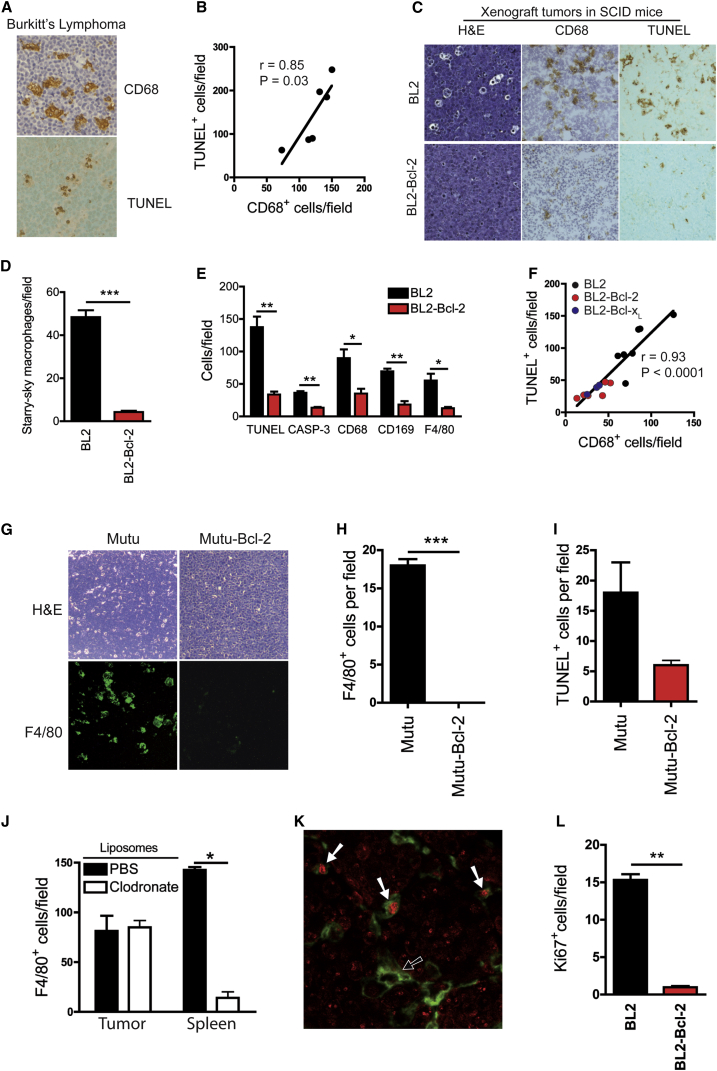
Apoptosis of Lymphoma Cells Promotes Macrophage Accumulation in Starry-Sky NHL, and This Is Associated with Macrophage Proliferation (A and B) Correlation between apoptosis and TAM accumulation in human BL. CD68 (TAM) and TUNEL (apoptosis) staining of BL biopsy is shown (A). Linear correlation of frequencies of CD68^+^ cells and TUNEL^+^ cells in BL (means per field; biopsies from six patients) is shown (B). (C–E) Parallel loss of starry-sky morphology, macrophage accumulation, and apoptosis incidence in BL2 xenografts expressing Bcl-2. Quantitative histochemical comparisons of starry-sky macrophages (H&E) (D), apoptosis (TUNEL and active caspase-3 [CASP-3]), and macrophage markers (CD68, CD169, and F4/80) (E) (n = 3–5; ^∗∗∗^p < 0.0001 H&E; ^∗∗^p = 0.0061 TUNEL; ^∗∗^p = 0.0061 active caspase-3; ^∗^p = 0.0152 CD68; ^∗∗^p = 0.0100 CD169; ^∗^p = 0.0259 F4/80; means + SEM) are shown. (F) Linear correlation of frequencies of TAMs (CD68^+^ cells) and apoptotic (TUNEL^+^) cells in BL2, BL2-Bcl-2, and BL2-Bcl-x_L_ xenografts (means per field; n = 17). ^∗∗∗^p < 0.0001. (G–I) Coordinated reduction of apoptosis and TAM accumulation in Mutu I BL xenograft tumors. Representative H&E for starry-sky appearance (G, upper panels) and for TAM accumulation (F4/80-FITC IHC) (G, lower panels) is shown. Morphometric analyses of TAM accumulation (H) and apoptosis (TUNEL staining, I) (n = 3). Means + SEM are shown. (J) Morphometric analysis of F4/80 IHC to determine frequency of F4/80^+^ cells in BL2 xenograft tumors and spleen from clodronate liposome-treated and control liposome-treated mice (n = 3). Means + SEM; ^∗^p = 0.0404. (K) Dual IHC of BL2 xenograft tumors for host Ki67^+^ (red) and F4/80^+^ (green) showing proliferating (white arrow) and non-proliferating (black arrow) TAMs (n = 3). (L) Mouse Ki67 IHC showing reduced incidence of Ki67^+^ host cells in apoptosis-suppressed BL2-Bcl-2 xenografts (n = 5). Means + SEM; ^∗∗^p = 0.0061. Dual staining for Ki67 and F4/80 showed 93.98% ± 1.3% (mean ± SEM) of proliferating host cells in BL2 xenograft tumors were F4/80^+^.

**Figure 4:**
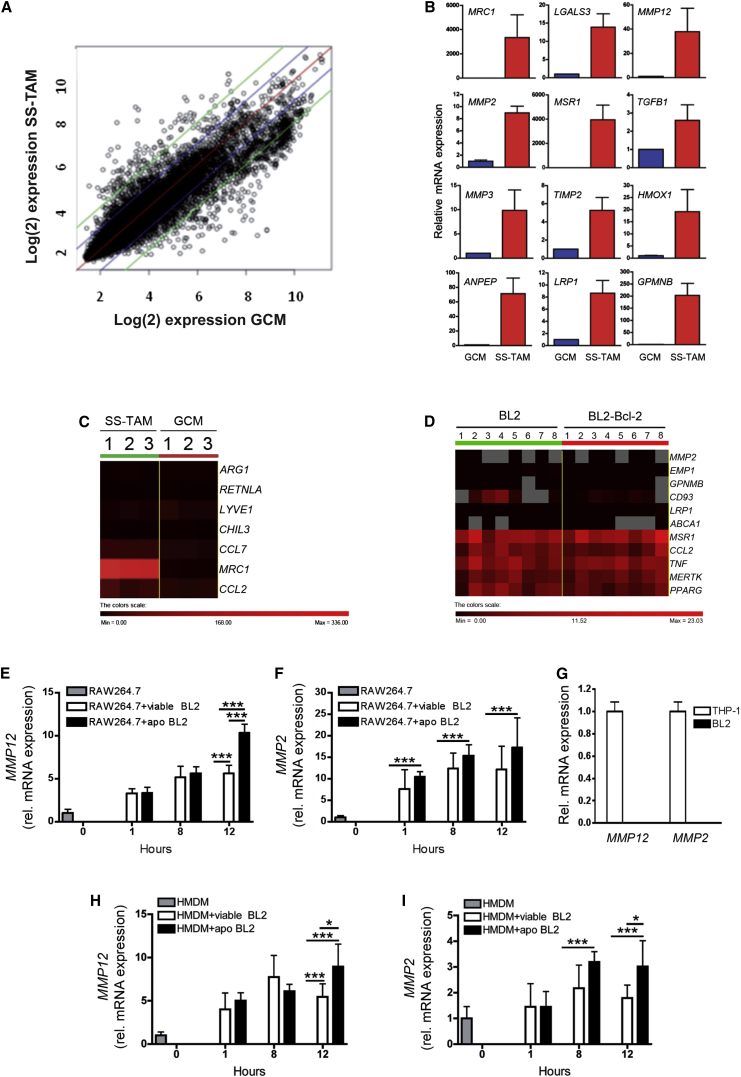
Pro-tumor Activation Status of SS-TAMs (A) Scatterplot comparison of mean log fluorescence intensity of each SS-TAM versus each GCM transcript. Gene expression changes within: red lines indicate no change, blue indicates ±2-fold changes, and green indicates ±4-fold changes (n = 3 animals). (B) Validation of selected genes from SS-TAMs and GCMs by qPCR. Means + 95% confidence intervals for n = 2. (C) Heat map comparing in situ transcriptome of prototypic alternative activation gene signatures of SS-TAMs and GCMs (n = 3 animals). (D) Heat map showing Fluidigm gene expression analysis of genes in BL2 compared to BL2-Bcl-2 xenograft formalin-fixed, paraffin-embedded tumor tissue (n = 8). Data were normalized to *CD68* gene expression. (E and F) qPCR showing upregulation of *MMP12* (E) and *MMP2* (F) mRNA in RAW264.7 macrophages following co-culture with viable or apoptotic (apo) BL2 lymphoma cells (BL2 apoptosis was induced by serum starvation for 1 hr) (n = 3). ^∗∗∗^p < 0.001 (E); ^∗∗∗^p < 0.001 (F). Means + SEM. (G) qPCR showing absence of *MMP12* and *MMP2* mRNA expression in BL2 cells. Data were normalized to expression by THP-1 cells (n = 3). Means + SEM. (H and I) qPCR showing upregulation of *MMP12* (H) and *MMP2* (I) mRNA in HMDM macrophages following co-culture with viable or apoptotic (apo) BL2 lymphoma cells (BL2 apoptosis was induced by serum starvation for 1 hr, 30%–39% AxV^+^/PI^-^) (n = 3). Relative mRNA expression shown is mean fold change (+SEM) compared to HMDM control. ^∗∗∗^p < 0.001, ^∗^p < 0.05 (H); ^∗∗∗^p < 0.001, ^∗^p < 0.05 (I).

**Figure 5:**
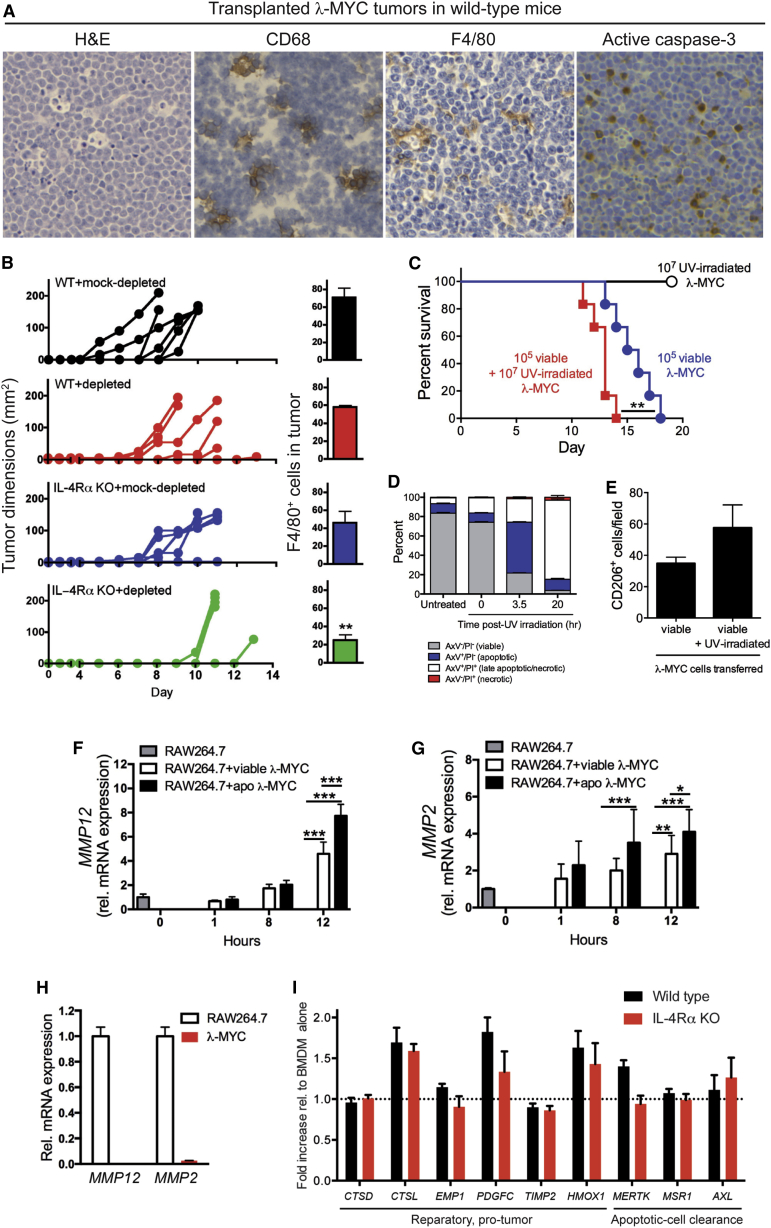
The Growth of Syngeneic λ-MYC Transplanted Tumors Can Be Modified by Regulation of Tumor Cell Apoptosis (A) Typical starry-sky histology in syngeneic λ-MYC transplanted tumors in C57BL/6 mice. Representative H&E-stained, CD68-stained, F4/80-stained, and active caspase-3-stained sections are shown. (B) Syngeneic λ-MYC lymphoma growth and incidence of F4/80^+^ TAM in WT and IL-4Rα KO. C57BL/6 mice received 5 × 10^6^ viable λ-MYC cells at day 0 in the presence of 3.1 × 10^6^ (mock-depleted sample) or 0.3 × 10^6^ (depleted sample) apoptotic λ-MYC cells (n = 5–6 animals for tumor growth and n = 3–5 animals for F4/80; means + SEM). ^∗∗^p = 0.0061. (C) Kaplan-Meier plots for C57BL/6 mice following transfer of 1 × 10^5^ viable λ-MYC cells alone, co-injected with 1 × 10^7^ UV-irradiated (200 mJ/cm^2^) λ-MYC cells or UV-irradiated cells alone (six animals per group). ^∗∗^p = 0.0076. (D) UV-irradiated λ-MYC cells underwent apoptosis in vitro as assessed by AxV/PI staining. Means + SEM for three independent experiments. (E) Morphometric analysis of resultant λ-MYC tumors immunostained for CD206-expressing cells (means + SEM; n = 5). No significant differences were observed. (F–H) qPCR showing upregulation of *MMP12* (F) (^∗∗∗^p < 0.001) and *MMP2* (G) (^∗∗∗^p < 0.001, ^∗∗^p < 0.01, ^∗^p < 0.05) mRNA in RAW264.7 macrophages following co-culture with viable or apoptotic (apo) λ-MYC (λ-MYC) lymphoma cells (λ-MYC apoptosis was induced by serum starvation for 1 hr, AxV^+^/PI^-^ cells 25%–30%) (n = 3). *MMP12* and *MMP2* mRNA was restricted to the macrophages in the co-cultures since little or no expression was detected in λ-MYC cells by real-time qPCR (H). Data were normalized to *TUBA1B* endogenous levels. All values are means + SEM of three independent experiments. (I) WT versus IL-4Rα KO BMDM responses to apoptotic λ-MYC cell co-culture. BMDM from WT or IL-4Rα KO C57BL/6 mice were co-cultured for 24 hr ± apoptotic λ-MYC cells. Apoptosis of λ-MYC cells was triggered by 100 mJ UVB irradiation. mRNA expression of selected genes was assessed following co-culture and normalized using *HSP90*, *TUBA1B*, and *HPRT*. Expression is presented as mean fold change + SEM compared to BMDM control.

**Figure 6:**
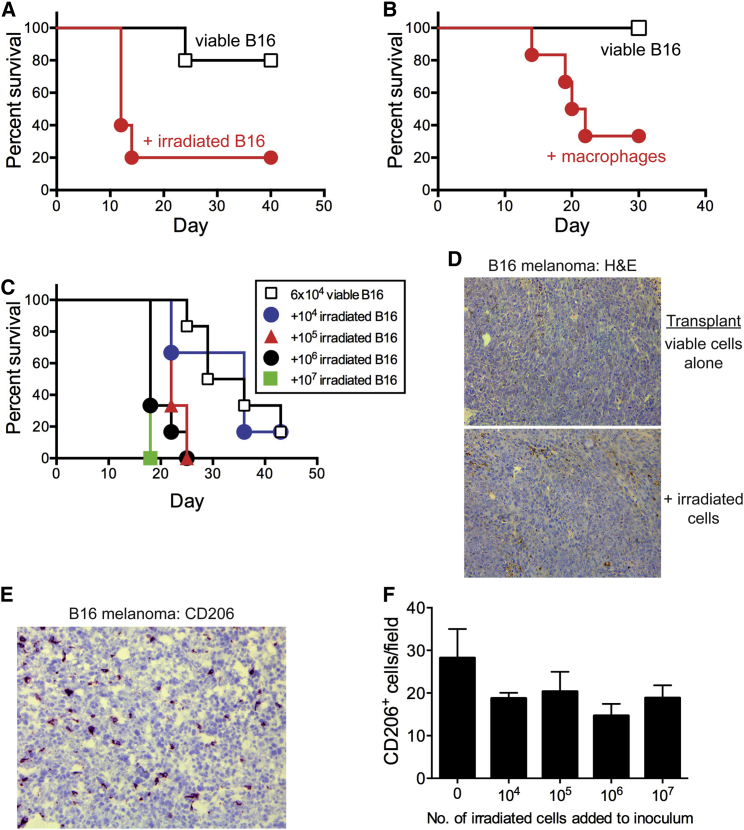
Apoptosis Promotes Tumor Growth in a Non-lymphoma Model (A–C) Kaplan-Meier plots for C57BL/6 mice following transfer of 6 × 10^4^ viable B16 cells alone and co-injected with irradiated B16 cells (10 × 10^6^) (A), syngeneic peritoneal macrophages (B), and irradiated B16 cells (various doses up to 10 × 10^6^) (C). Irradiated B16 cells underwent apoptosis in vitro as described previously [32] and failed to grow in vivo (data not shown). p = 0.031, n = 5 (A); p = 0.018, n = 6 (B); irradiated B16 cells, 0.1 × 10^6^: p = 0.0022, 1 × 10^6^: p = 0.0011, 10 × 10^6^: p = 0.0009, n = 6 (C). (D) H&E staining of B16 melanoma tumors generated by injection of 6 × 10^4^ viable cells ± 10 × 10^6^ irradiated B16 cells. (E) Representative image of CD206 IHC in B16 melanoma. (F) Morphometric analysis of CD206 IHC in B16 melanoma generated by injection of 6 × 10^4^ viable cells with various numbers of irradiated cells (means + SEM; n = 3–5).

**Table 1:** Selected Transcripts Preferentially Expressed in SS-TAMs as Compared with GCMs

Gene	Protein	Fold ↑	p Value
**Genes Associated with Reparatory and Pro-tumor Macrophage Responses**			

*MRC1^∗^*	mannose receptor, C type 1 (CD206)	38	<0.0001
*ANPEP^∗^*	alanyl (membrane) aminopeptidase (CD13)	16.6	<0.0001
*GPNMB*	glycoprotein (transmembrane) NMB (osteoactivin)	8.8	0.00060
*PLAU*	urokinase plasminogen activator	6.7	0.00011
*CTSD*	cathepsin D	6.4	0.00081
*CTSB*	cathepsin B	5.8	<0.0001
*FN1^∗^*	fibronectin 1	5.7	0.00903
*HMOX1*	heme oxygenase (decycling) 1	5.5	0.00195
*CTSL*	cathepsin L	5.4	0.00103
*PSAP*	prosaposin	4.2	0.00105
*TIMP2^∗^*	tissue inhibitor of metalloproteinase 2	4	0.00022
*MMP12^∗^*	matrix metalloproteinase 12	3.8	0.04470
*MMP3*	matrix metalloproteinase 3	3.5	0.04072
*IGF1^∗^*	insulin-like growth factor 1	2.5	0.00014
*SEPP1^∗^*	selenoprotein P plasma 1	2.7	0.00046
*EMP1*	epithelial membrane protein 1	2.3	0.00018
*PDGFC*	platelet derived growth factor CC	2.3	0.00843
*MMP2*	matrix metalloproteinase 2	2.1	0.00072
*CTSS*	cathepsin S	2.1	0.00063
*LAMP2*	lysosomal associated membrane protein 2	2	0.00016
*CCL2^∗^*	chemokine (C-C motif) ligand 2	2	0.01138

**Genes Associated with Macrophage Responses to Apoptotic Cells**			

*MSR1*	macrophage scavenger receptor (CD204)	17	<0.0001
*LRP1*	LDL receptor-related protein (CD91)	8.4	<0.0001
*MERTK*	c-Mer tyrosine kinase	7.5	<0.0001
*CD36*	CD36 scavenger receptor	5.9	0.00375
*CD93^∗^*	CD93 receptor	5.9	0.00162
*LGALS3*	galectin 3	5.2	<0.0001
*ABCA1^∗^*	ATP-binding cassette transporter	5.2	<0.0001
*PPARG*	peroxisome proliferator activated receptor gamma	4.1	0.00115
*AXL^∗^*	AXL receptor tyrosine kinase	3.9	0.00020
*TREM2*	triggering receptor expressed on myeloid cells 2	3.5	<0.0001
*GAS6^∗^*	growth arrest specific 6	2.7	0.00578
*TGFB1*	transforming growth factor beta 1	2.3	0.00476

Transcripts preferentially expressed in SS-TAMs as compared with GCMs and associated especially with reparatory and pro-tumor activation states, including trophic/angiogenesis/remodeling pathways, and engagement with apoptotic cells are shown here. Asterisks indicate genes also associated with IL-4Rα-dependent, alternative activation [20–22]. Data are from three animals.

How the deposited data were processed for this re-analysis (not part of the article)

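SS-TAMs from BL2 xenografts in SCID mice and GCMs from the spleens of immunized mice were compared on Affymetrix Mouse Gene 1.0 arrays, with 3 mice per group and 1 array per mouse, each from the amplified RNA of 1000 captured cells. The authors state that they summarized the probes into transcript clusters and normalized the arrays by RMA, and they list limma among their tools, without versions for either. The deposited values are intensities on a linear scale, rounded to 0.1, and log2 was taken before any test. At the median intensity, a rounding step corresponds to 0.02 on the log2 scale. A filter on the transcript clusters of the table is not stated in its notes.

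Gene symbols came from the annotation of the array. Transcript clusters with several symbols (1621) or no symbol (5534) were left out of the counts of genes, because their intensity cannot be given to 1 gene, and 999 genes had several transcript clusters, of which the one with the highest mean over all 6 arrays was used. No filter on intensity was applied. SS-TAMs and GCMs were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with default settings), with the group as the only term. The p values were adjusted over 19938 genes by the Benjamini and Hochberg procedure, and a gene was called at an adjusted p under 0.05. Folds are ratios of geometric means. Group means and SDs are of intensities. Tables and plots were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, and matplotlib 3.10.9.

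The method was tested on simulated data with 19938 genes, of which 200 had a known change, in 5 simulations at 3 arrays per group. It recovered 73.8% of 2-fold changes and 94.8% of 4-fold changes, and called 9.4 unchanged genes on average. The simulated noise was independent between genes, and fewer genes changed than were called on the arrays. These figures therefore need not hold for the arrays, where genes vary together. The replicate numbers were checked as possible pairs. Deviations from the group means correlated by 0.019 to 0.090 between arrays of the same number, under the limit of 0.1 set for a pairing, so the arrays were treated as unpaired. Between arrays of different numbers the correlations were -0.085 to 0.008, and each of the 6 arrays was closest to the array of its own number. An effect shared by arrays of the same number therefore stays open. With the replicate number as a block, 1319 genes changed in place of 1974.

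The 39 gene lists held 3 lists chosen by the study (both parts of Table 1, and Fig. 4C). The other lists covered alternative activation, classical inflammatory activation, apoptotic cell clearance, lysosome, lipid handling, matrix remodeling, angiogenesis and growth factors, interferon response, antigen presentation, cell cycle, hypoxia and glycolysis, iron handling, complement, and ribosomal proteins, and markers of macrophages and other cell types. They were written from general knowledge, and a list was tested when at least 5 members had a value. The values in Table 1 had been seen by then, and several of these lists hold genes of Table 1. The counts and set tests of those lists are not independent of that selection. For each list, members called over all genes and when adjusted over the list alone were counted, and camera was run with a preset correlation of 0.01 and with an estimated correlation, with adjustment over the 39 lists. With the preset correlation 21 lists were called, and with the estimated correlation 0 were called (lowest adjusted p = 0.143). The estimated setting also takes its degrees of freedom from the few arrays, so a lost call does not by itself show an effect of correlation.

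Genes were named by a rule: each gene the paper names for these samples, the 10 largest rises and 10 largest falls among called genes with all arrays of a group on 1 side of the other, and up to 4 members per list and direction with the smallest adjusted p. Gene models and clones would have been passed over among the largest changes, and there were 0 of these. Members named beyond the rule (such as Cd68, Csf1r, and the fewest called members of a list) were chosen after their values were seen.

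The alternatives were median centring of each array, quantile normalization, leaving out dim genes (9969 genes remained), trend and robust variance estimates, array weights, the replicate number as a block, leaving out each array in turn, the mean of a gene's transcript clusters, an unadjusted p, all transcript clusters as the unit, a 4-fold threshold, a 2-fold threshold with no test, and limma's treat against a 2-fold change. Levels relative to Cd68, as in Fig. 4D, and relative to the 13 macrophage markers outside Table 1 with a mean log2 intensity above 5 were added after seeing the data. The qPCR and Fluidigm measurements and the network analysis of the paper were not analysed here.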

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

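Of the tests below, those on T cell RNA, on the normalization of the ribosomal protein genes, on the share of macrophage RNA, and on the number of shifted gene lists, and the confidence interval and quartiles used with the bounds, were chosen after the result was seen. The other splits of the 6 arrays into 3 and 3 gave at most 0 changed genes, against 1974 for SS-TAMs and GCMs (0 against 749 for changes of at least 2-fold), and at most 16 shifted gene lists, against 21. The real split was the 1 of 10 with results this large, and 10 splits are too few for a share under 0.05. Each of the other splits mixes SS-TAM and GCM arrays, so the difference between the groups enters the spread and lowers the count of changed genes by construction.

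Among the lists that the paper does not discuss as groups, 4 combined a shift called with the preset correlation with a large share of members called in 1 direction, although some members, such as Axl, Hmox1, and Mmp2, stand in Table 1. Of 24 cytosolic ribosomal protein genes, 23 fell in SS-TAMs, of 25 T cell markers, 12 fell, of 15 splenic macrophage markers, 7 rose, and of 35 fibroblast markers, 12 rose. With an estimated correlation camera called none of the 4 (adjusted p = 0.143 for the ribosomal, T cell, and splenic macrophage lists and 0.325 for the fibroblast markers), so these lists were called as sets only with the preset. The size of the correlation is not the whole reason. The growth factor and angiogenesis list had an estimated correlation of 0.008, below the preset of 0.01. Its adjusted p from camera still went from 0.0012 to 0.143. With an estimated correlation, camera takes its degrees of freedom from the few arrays, and with a preset from the genes. Small p values are therefore harder to reach with the former. The adjusted p of 0.143 was shared by lists with estimated correlations from -0.0004 (dendritic cell) to 0.436 (reparatory part of Table 1). It does not show that correlation between genes removed a shift.

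The genes lower in SS-TAMs include T cell markers and ribosomal protein genes. RNA of germinal center B cells in or beside the captured GCMs stays open as a source of part of the pattern. The 9.09% of B cell markers that were lower (Cd79a and Ms4a1 of 22) lay under 25%. That bound alone, as set in advance, would exclude this source. The 95% binomial confidence interval of 1.12% to 29.2%, added later, holds 25%. It treats the markers as independent, although their estimated correlation was 0.79, so it does not measure the spread between mice. The median log2 fold change of the list (-0.56, quartiles -1.17 and -0.28) did not pass the other bound of -0.5. Without GCM replicate 1 it passed that bound (-0.26, quartiles -0.74 and 0.11) by less than the spread of the markers. The source is kept open because 8 of the 22 were lower when adjusted over the list alone. Of 17 germinal center B cell markers, however, Plxnb2 alone changed, and rose. The B cells around SS-TAMs were human BL2 cells, and how far mouse probes read their RNA was not measured. RNA of T cells in or beside the captured GCMs is a candidate source for part of the pattern, with 48% of T cell markers lower, Cd3g, Cd2, and Cd3d at 355, 299, and 250 in GCMs, and none of the markers higher, although Cd4 and Thy1 had log2 fold changes of -0.15 and -0.23 and did not pass the test. A difference in scale that rescaling of the deposited values would remove is argued against as the whole cause of the fall of ribosomal protein genes. Their median log2 fold change was -1.89 (23 of 24 called) and -1.95 after median centring. After quantile normalization, which removed part of the fall, it was -1.05 (quartiles -1.50 and -0.53, 16 of 24 called). Rescaling cannot undo earlier steps at the level of the probes, so a difference between the groups in those steps stays open. A difference between the hosts, since SCID mice lack mature T and B cells and the mice that gave GCMs were immunized, and a difference in RNA quality between the captures stay open and were not tested.

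Of the 33 genes of Table 1, 31 rose, as did 15 of 24 macrophage markers. A larger share of macrophage RNA in the SS-TAM captures would raise macrophage markers by about 1 factor, but the log2 fold changes of the 13 macrophage markers outside Table 1 with a mean log2 intensity above 5 had an SD of 0.953 against a mean standard error of 0.169 (1.12 against 0.181 over all 21 markers outside Table 1, with Adgre1 at 4.07), from Aif1 at -0.09 and Lyz2 at 0.57 to C1qb at 2.57 and Cd68, the stain that chose SS-TAMs, at 3.06. This spread cannot exclude the share as the whole cause, since markers that other captured cells also express would rise by less. A share that accounts for part or all of the rise stays open, with 3 of the 33 genes higher on every SS-TAM array relative to Cd68 and 21 relative to the 13 markers. Different activation of the macrophages in the xenografts, as the paper states, also stays open, and the design has no capture that separates it from the share. The groups also differ in tissue and host, with xenografts in SCID mice against spleens of immunized mice, and may differ in the type of macrophage. The design cannot tell these apart from activation or from the share.

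The matrix gene Mmp2 rose in SS-TAMs together with 12 of 35 fibroblast markers, and Mmp3 had a log2 fold change of 2.00 without passing the test. RNA of fibroblasts captured with SS-TAMs cannot be told apart from expression by SS-TAMs. The median log2 fold change of the 33 fibroblast markers without Mmp2 and Mmp3 was 0.81, between the bounds of 0.45 and 0.90 that were set in advance as fixed fractions of the mean of Mmp2 and Mmp3 (1.80). Col1a2 rose (log2 fold change 1.15, adjusted p = 0.023 from limma), Col1a1 and Col3a1 had log2 fold changes of 1.17 and 1.06 (adjusted p = 0.088 and 0.111), and Dcn, which fibroblasts express abundantly, had -0.19. Macrophages also express some of the listed genes, such as Mmp2.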

How the results depend on the processing

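Under 13 alternatives, 0 of the 137 named genes were counted as reversed (124 of them had a value when dim genes were left out). Only genes called in the main comparison could be counted so. Only median centring, quantile normalization, and the mean of transcript clusters could reverse those genes. The other alternatives keep the values of each array or drop 1, and the arrays of those genes were fully separated. Among named genes that were not called, Vegfc ran from 0.923-fold to 1.25-fold and Vegfd from 0.873-fold to 1.06-fold with 1 array left out. The counts of changed genes (1974, of which 1028 higher and 946 lower) were 670 to 1955 with 1 array left out (271 to 1159 higher, 399 to 796 lower), lowest without GCM replicate 2. Those of at least 2-fold (749, of which 279 higher and 470 lower) were 440 to 644 (166 to 301 higher, 274 to 399 lower). Fewer arrays are part of such settings, and the cause of the larger drop without a GCM array was not tested. At an unadjusted p, which calls more genes by construction, 5116 changed (3036 and 2080), and over all transcript clusters 3534 changed (1590 and 1944), of which 1583 at least 2-fold (1193 lower). The replicate block gave 611 higher genes, and quantile normalization gave 308 that were lower by at least 2-fold, for which the cause was not tested. Stricter size thresholds gave 190 genes at 4-fold (87 and 103) and 108 with treat (45 and 63). All other alternatives kept these counts within 1.5 times, but the larger share of changed genes was lower after median centring (746 higher, 1169 lower), without dim genes (885 and 1028), with the replicate block, and without any of the GCM arrays.

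Of the Table 1 genes, 22 to 31 were called under the 13 alternatives that keep genes as the unit and the adjusted p and set no size threshold. All 33 were higher on every SS-TAM array under each of these. Only median centring, quantile normalization, and the mean of transcript clusters could change this count. The others keep the values of each array or drop an array. In alternatives chosen after seeing the data, this was so for 3 genes relative to Cd68 and 21 relative to macrophage markers, since the reference itself rose. With an estimated correlation, no gene list was called, with an adjusted p of 0.143 for lysosome, matrix remodeling, clearance, alternative activation, growth factors, macrophage, and bone marrow-derived macrophage lists and of 0.217 for lipid handling. The set tests of these lists were called under the other alternatives. Of the 137 named genes, 49 lost their call without GCM replicate 2, the most for 1 setting, and 1 with the mean of transcript clusters, the fewest. With 862 to 1311 transcript clusters per array at an intensity of 100 or more and medians of 6.1 to 6.5, few genes stood far above the floor of 2.4 to 2.6, which limits the changes that can be seen in the others.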

Differences from the paper's values

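The paper gives 997 genes as downregulated in SS-TAMs, and the count here of genes that fell at least 2-fold at an adjusted p under 0.05 was 470. The paper's text names no threshold for its counts, so the thresholds here are not known to be the paper's. Of the alternatives chosen before the data were examined, counting all transcript clusters in place of genes, which also brings in those with several or no symbol, gave 1193 (717 with 1 symbol, 314 with several, and 162 with none), within 1.5 times the paper's count. The others did not, with 534 after median centring, 308 after quantile normalization, 511 without dim genes, 496 with trend and robust estimates, 382 with array weights, 409 with the replicate block, 274 to 399 with 1 array left out, 463 with the mean of transcript clusters, 550 at an unadjusted p, 557 at 2-fold with no test, 103 at 4-fold, and 63 with treat. The paper's count of upregulated genes, 398, was within 1.5 times the 279 found here. Over all transcript clusters the count of higher ones was 390, and after quantile normalization 387 genes.

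The paper gives p values of 0.04470 for Mmp12 and 0.04072 for Mmp3 in Table 1, and the adjusted p values here were 0.118 and 0.111. The unadjusted p values here were 0.0206 and 0.0187, on the same side of 0.05 as the paper's, and both genes were called when adjusted over the list of Table 1 genes alone. The text of the paper does not say whether the p values of Table 1 were adjusted. For the 22 other genes with an exact p in Table 1, both p values lay on the same side of 0.05.

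In the main comparison, all 33 fold differences lay within 1.5 times the paper's values, and 28 of them within 10%. Some lay further off under alternatives. After quantile normalization Timp2 was 9.89-fold higher (4 in the paper) and Ctss 4.19-fold (2.1 in the paper). Without SS-TAM replicate 3, Mmp12 was 2.20-fold higher (3.8 in the paper). Among genes associated with alternative activation, the paper names Mrc1 as the one with the highest relative expression in SS-TAMs. A gene outside that group, such as C3ar1, therefore does not contradict the paper. Among the 33 genes of Table 1, Mrc1 was highest here too, with a fold difference of 38.3. C3ar1, which Table 1 does not list, had 38.4, and the 2 cannot be ranked, since their difference is smaller than either standard error (0.21 and 0.27 on the log2 scale) and background limits folds against intensities as low as those in GCMs (6.4 for Mrc1 and 10.9 for C3ar1). The paper reports, from unpublished data that need not be these arrays, that VEGF was not activated in SS-TAMs. Here Vegfb was 1.26-fold higher (adjusted p = 0.0434), but not called after median centring (0.0669) or quantile normalization (0.0506), and Vegfa, Vegfc, and Vegfd did not pass the test. The paper describes features of peritoneal macrophages in SS-TAMs, and of 20 peritoneal markers listed here, Cd93, Ltbp1, Fn1, and Laptm5 were higher, with a median log2 fold change of 0.05 for the list.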

Other observations

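Of 27 genes of iron handling, 8 rose in SS-TAMs and none fell (11 rose and 1 fell when adjusted over the list alone), with an adjusted p of 2.7e-05 from camera (0.261 with an estimated correlation). They include Tfrc, which takes up transferrin-bound iron, and Slc40a1, which exports iron, with log2 fold changes of 5.02 and 2.62. Of 13 genes of antigen presentation on MHC class II, H2-Ea, H2-Aa, and H2-Ob fell and Ctss rose (7 fell and 1 rose when adjusted over the list alone), with an adjusted p of 1.5e-04 from camera (0.250 with an estimated correlation). The log2 fold changes of H2-Ea and H2-Aa were -1.84 and -1.85. B cells and dendritic cells also express these genes, and their markers moved in the same direction, with a median log2 fold change of -0.56 for 22 B cell markers (camera adjusted p = 3.4e-05, and 0.530 with an estimated correlation) and 5 of 18 dendritic cell markers lower. Genes of classical inflammatory activation moved both ways. Of 43, Tlr4, Ccl3, Nfkbiz, Tlr2, and Il27 rose and Ccl5, Marcksl1, and Ccr7 fell (5 and 5 when adjusted over the list alone, camera adjusted p = 0.881), with log2 fold changes of 2.37 for the chemokine gene Ccl3 and -3.39 for the chemokine gene Ccl5. Of 24 complement genes, 6 rose, among them C1qa, C1qb, and C1qc, and Clu and C1s1 fell (6 and 4 when adjusted over the list alone, camera adjusted p = 0.496). Of 35 interferon response genes, Oas2 and Ifit2 rose and Psmb8, Psmb9, Ifi203, and Usp18 fell (9 and 4 when adjusted over the list alone, camera adjusted p = 0.221), and the median log2 intensity of the list was 3.92 on the array of SS-TAM replicate 1, 3.04 and 3.15 on the other SS-TAM arrays, and 2.96 to 3.09 on the GCM arrays. Of 49 cell cycle genes, Tk1 alone changed and was higher (1 when adjusted over the list alone), while the median log2 fold change of the list was -0.14 (camera adjusted p = 0.0066, and 0.681 with an estimated correlation). Leaving out each array in turn, 6 to 10 genes of iron handling, 2 to 4 of antigen presentation, 3 to 9 of classical activation, 6 to 9 of complement, 1 to 10 of the interferon response, and 0 to 2 of the cell cycle changed.

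Among markers of other cell types, 5 of 18 dendritic cell markers (Cd24a, Flt3, Dpp4, Ccr7, and Clec9a) fell (6 when adjusted over the list alone, camera adjusted p = 0.0141, and 0.143 with an estimated correlation). Of 16 plasma cell markers, Sec11c, Jchain, and Ell2 fell and Xbp1 rose (4 and 2 when adjusted over the list alone, camera adjusted p = 0.221). Of 17 natural killer cell markers, Il2rb, Nkg7, and Eomes fell and Tyrobp rose (3 and 1 when adjusted over the list alone, camera adjusted p = 0.268). Of 14 monocyte markers, Hp, Vcan, and Fn1 rose and Plac8 and Ms4a4c fell (3 and 2 when adjusted over the list alone, camera adjusted p = 0.806). Of 18 adipocyte markers, Fabp4, Pparg, Gpd1, Cidec, and Car3 rose (5 when adjusted over the list alone, camera adjusted p = 0.0793). Of 12 megakaryocyte and platelet markers, Pf4 rose (1 when adjusted over the list alone, camera adjusted p = 0.0145, and 0.177 with an estimated correlation). Erythroid markers Tfrc and Ermap, endothelial markers Fabp4 and Robo4, and pericyte or smooth muscle markers Tpm2 and Pdgfrb rose, of 19, 25, and 16 measured (2, 1, and 2 when adjusted over the list alone, camera adjusted p = 0.108, 0.181, and 0.806). Of 17 keratinocyte markers, Sbsn rose and Dsc3 fell (1 and 1 when adjusted over the list alone, camera adjusted p = 0.674). Of 19 neutrophil, 14 mast cell, and 18 skeletal muscle markers, 0 changed in limma, also when adjusted over the list alone (camera adjusted p = 0.639, 0.923, and 0.806). Leaving out each array in turn, 1 to 3 dendritic cell, 1 to 3 plasma cell, 1 to 5 natural killer cell, 1 to 4 monocyte, 1 to 5 adipocyte, 1 to 2 megakaryocyte and platelet, 1 to 3 erythroid, 1 to 2 endothelial, 0 to 2 pericyte or smooth muscle, 0 to 2 keratinocyte, 0 to 1 neutrophil, and 0 to 1 skeletal muscle markers changed.

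Glycam1, which high endothelial venules of lymph nodes secrete, had an intensity of 14.0 in SS-TAMs and 216 in GCMs (adjusted p = 0.0042 from limma), and 1 label of the GCM arrays names lymph nodes. As a hypothesis, RNA of lymph node high endothelial venules or lymphatic vessels could be in the GCM captures. The median log2 fold change of Chst4, Fut7, Ackr1, Prox1, Mmrn1, Reln, and Flt4 was 0.0754, and 0 of the 7 were lower in SS-TAMs. The bound set in advance would exclude the hypothesis on these values, but that bound was wrong, since the 7 genes had intensities of at most 7.2 on any array, under the upper quartile of each array (at least 10), so the test could not have found them. The source of Glycam1 stays open.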
